# SIRT7 Deficiency Protects against Aging-Associated Glucose Intolerance and Extends Lifespan in Male Mice

**DOI:** 10.3390/cells11223609

**Published:** 2022-11-15

**Authors:** Tomoya Mizumoto, Tatsuya Yoshizawa, Yoshifumi Sato, Takaaki Ito, Tomonori Tsuyama, Akiko Satoh, Satoshi Araki, Kenichi Tsujita, Masaru Tamura, Yuichi Oike, Kazuya Yamagata

**Keywords:** SIRT7, knockout mouse, lifespan, FGF21

## Abstract

Sirtuins (SIRT1–7 in mammals) are evolutionarily conserved nicotinamide adenine dinucleotide-dependent lysine deacetylases/deacylases that regulate fundamental biological processes including aging. In this study, we reveal that male *Sirt7* knockout (KO) mice exhibited an extension of mean and maximum lifespan and a delay in the age-associated mortality rate. In addition, aged male *Sirt7* KO mice displayed better glucose tolerance with improved insulin sensitivity compared with wild-type (WT) mice. Fibroblast growth factor 21 (FGF21) enhances insulin sensitivity and extends lifespan when it is overexpressed. Serum levels of FGF21 were markedly decreased with aging in WT mice. In contrast, this decrease was suppressed in *Sirt7* KO mice, and the serum FGF21 levels of aged male *Sirt7* KO mice were higher than those of WT mice. Activating transcription factor 4 (ATF4) stimulates *Fgf21* transcription, and the hepatic levels of *Atf4* mRNA were increased in aged male *Sirt7* KO mice compared with WT mice. Our findings indicate that the loss of SIRT7 extends lifespan and improves glucose metabolism in male mice. High serum FGF21 levels might be involved in the beneficial effect of SIRT7 deficiency.

## 1. Introduction

Sirtuins (SIRT1–7 in mammals) are evolutionarily conserved nicotinamide adenine dinucleotide-dependent lysine deacetylases/deacylases that regulate diverse biological processes, including metabolism, stress responses, genomic stability, and aging [1]. Genetic overexpression of sirtuins increases longevity in a variety of lower organisms such as yeast, worms, and flies [2,3,4]. Intriguingly, transgenic mice with brain-specific *Sirt1* overexpression and whole-body *Sirt6* transgenic mice also show an extended lifespan [5,6,7].

Metabolic dysfunction, including increased body fat and reduced glucose tolerance, is a hallmark of aging [8]. SIRT1, SIRT6, and SIRT7 are nuclear proteins, and SIRT1 and SIRT6 exert beneficial effects against metabolic diseases [9,10]. In sharp contrast, we demonstrated that *Sirt7* knockout (KO) mice are resistant to high-fat diet-induced obesity, glucose intolerance, and fatty liver [11], suggesting that the loss of SIRT7 induces a metabolically healthy condition. Aging is also a major risk factor for cancer. With regard to cancer, SIRT7 is responsible for tumor phenotype maintenance by deacetylation of histone H3 lysine 18 (H3K18) [12], and SIRT7 expression is upregulated in the majority of human cancers, including hepatic, gastric, colorectal, and breast cancers [13,14]. In addition, SIRT7 may exert its oncogenic properties through the upregulation of ribosomal RNA synthesis to meet the increased demand for ribosomes in rapidly growing tumor cells [13,15,16]. Considering that SIRT1 and SIRT6 act as tumor suppressors [17,18], SIRT7 seems to have the opposite role in cancer. Of note, ribosomal protein gene deletion and inhibition of translation have been reported to extend lifespan in numerous model organisms, including mammals [12,19,20]. Together, these findings suggest the possibility that SIRT7 deficiency plays beneficial roles in aging-associated metabolic disorders, cancer, and even lifespan. However, a previous study reported that *Sirt7* KO mice exhibit a shortened lifespan with severe cardiac disorders [21].

Because our *Sirt7* KO mice [11] did not display such a shortened lifespan, in the present study, we reevaluated the impact of the loss of SIRT7 on lifespan in mice. We found that male, but not female, *Sirt7* KO mice on a C57BL/6J background showed an extension of mean and maximum lifespan and a delay of the age-associated mortality rate. In addition, aged male *Sirt7* KO mice displayed better glucose tolerance and higher serum levels of fibroblast growth factor 21 (FGF21) compared with wild-type (WT) mice. It has been reported that FGF21 improves glucose metabolism and extends lifespan in mice [22,23]; therefore, increased levels of FGF21 might be involved in the improved glucose tolerance and lifespan extension of male *Sirt7* KO mice.

## 2. Materials and Methods

### 2.1. Mice

*Sirt7* KO mice were obtained from Dr. Eva Bober [21]. These mice were backcrossed to C57BL/6J mice (Charles River Laboratory Japan, Inc., Kanagawa, Japan) for at least five generations. Male and female *Sirt7* heterozygous mice were crossed to obtain WT and *Sirt7* KO littermates. Genomic DNA was isolated from a 3-week-old mouse tail and PCR genotyping was performed as previously described [11]. All mouse experiments were performed in accordance with the guidelines of the Institutional Animal Committee of Kumamoto University. The mice were housed at a maximum of 5 mice/cage and maintained at 22 ± 2 °C with a 12-h light/dark cycle and free access to water and normal chow (CE-2; CLEA Japan, Inc., Tokyo, Japan).

### 2.2. Echocardiography and Cardiac Hypertrophy Measurements

Thirty-month-old male WT and *Sirt7* KO mice were lightly anesthetized with 1% isoflurane for shaving and quickly subjected to echocardiography. Transthoracic echocardiography was performed using an Aprio 300 (Toshiba Corp., Tokyo, Japan) in awake and conscious conditions. For echocardiography, we held the mice gently with their back toward the palm and placed the transducer on the chest while avoiding the vagal reflex induced by the pressure of the transducer [24]. Left ventricular wall thickness, left ventricular end-diastolic dimension, left ventricular end-systolic dimension, and percentage fractional shortening were calculated in M-mode. To quantify cardiac hypertrophy, mouse hearts were dissected immediately, and heart weight and tibia length were measured to calculate the heart weight/tibia length ratio. Cross-sectional images of hematoxylin and eosin-stained cardiomyocytes were captured using a BZ-710 All-in-One Microscope (Keyence, Inc., Osaka, Japan), and the cross-sectional area of 50–100 cardiomyocytes in each section was measured with ImageJ software.

### 2.3. Lifespan Study

Male (WT, *n* = 50, *Sirt7* KO, *n* = 42) and female (WT, *n* = 40, *Sirt7* KO, *n* = 34) mice were inspected at least twice a day for health issues and their age was recorded when the mice were found dead. Animals showing signs of morbidity (immobility, lack of responsiveness to manual stimulation, and inability to eat or drink) were euthanized by manual cervical dislocation according to the institutional animal care guidelines of Kumamoto University. The time at euthanization was the endpoint. Lifespan was assessed using Kaplan–Meier survival curves. To estimate the hazard ratio, 2*qx*/(2 − *qx*), the age-related mortality rate (*qx*) was estimated as the number of mice at the end of an interval against the number of mice at the beginning of the interval [25]. The natural logarithm of the hazard ratio was plotted. Mice used in the longevity study were not used for any other experiment.

### 2.4. Histological Analyses

Mouse tissues (brain, thyroid, trachea, lung, stomach, pancreas, liver, spleen, intestine, kidney, urinary bladder, and skeletal muscle) were recovered from male WT (*n* = 22) and *Sirt7* KO mice (*n* = 21) soon after death. The tissues were fixed in phosphate-buffered 4% paraformaldehyde and embedded in paraffin; 4-μm-thick sections were obtained and stained with hematoxylin and eosin. The sections were examined for neoplasms by a pathologist (T. I.).

The heart sections from each mouse group were stained with Masson’s trichrome stain to detect fibrosis.

### 2.5. Serum Parameters and Enzyme-Linked Immunosorbent Assay Measurements

After 16-h fasting, blood samples were collected from 24-month-old male WT and *Sirt7* KO mice by cardiac puncture. Serum preparation was performed by centrifugation at 5000× *g* for 10 min at 4 °C using a blood collection tube (TS-801; SATO Chemical Industry Co., Ltd., Tochigi, Japan). Biochemical parameters were measured using an automatic biochemical analyzer (JCA-BM6070; JEOL Ltd., Tokyo, Japan). Serum hormone levels (except for adiponectin) were measured by using a Bio-Plex Pro Mouse Diabetes 8-Plex panel (Bio-Rad Laboratories, Inc., Hercules, CA, USA), a MILLIPLEX Mouse Myokine Magnetic Bead Panel (Millipore Co., Bedford, MA, USA), and a Bio-Plex200 system (Bio-Rad Laboratories, Inc.). Adiponectin was measured using a Bio-Plex Pro Mouse Adiponectin Assay Kit (171F7002M; Bio-Rad Laboratories, Inc.).

For serum FGF21 measurements (for Figure 5), blood was collected from the heart after 16-h fasting and centrifuged at 5000× *g* for 10 min at 4 °C to obtain serum. Serum samples from 4- and 30-month-old male mice were assayed for the quantification of FGF21 using an enzyme-linked immunosorbent assay kit (MF2100; R&D Systems, Inc., Minneapolis, MN, USA). An iMark™ Microplate Reader (Bio-Rad Laboratories, Inc.) was used to read samples at 450 nm and corrected at 540 nm.

### 2.6. Metabolic Tests

The body weight of 24-month-old male WT and *Sirt7* KO mice was measured. For the glucose tolerance test, the mice were injected intraperitoneally with 2 g/kg glucose after 15-h fasting. Blood was collected from the tail vein and blood glucose was monitored by a Glutest Neo Super (Sanwa Kagaku Kenkyusyo Co., Ltd., Nagoya, Japan) at the indicated time points (0, 15, 30, 60, and 120 min). For the insulin tolerance test, 1 U/kg insulin was injected intraperitoneally after 4-h fasting. Blood insulin was monitored at the indicated time points (0, 30, 60, 90, and 120 min).

### 2.7. RNA-seq Analysis

Livers were collected from 24-month-old male WT and *Sirt7* KO mice after 16-h fasting, and RNA isolation was performed using a ReliaPrep RNA Miniprep System (Z6012; Promega, Inc., Madison, WI, USA). RNA quality was determined with the RNA integrity number equivalent value using a High Sensitivity RNA ScreenTape Assay (5067-5579; Agilent Technologies, Inc., Santa Clara, CA, USA), and confirmed to be 6.9 or higher. Total RNA (1 ng) was used for the reverse transcription reaction with a SMART-seq HT (634455; Takara Bio, Inc., Shiga, Japan). An RNA-seq library was prepared using a Nextera XT Library Prep Kit (FC-131-1024; Illumina, Inc., San Diego, CA, USA) and sequenced on a NextSeq 500 Sequencer with 75 bp single-end reads (Illumina). The reads were trimmed for universal Illumina adaptors with Trim Galore (version 0.6.5) [26] and mapped to the mouse transcriptome (GRCm38) and quantified by Salmon (version 1.2.1) with default settings. Differential expression testing was performed with DESeq2 (version 1.28.0). Data were loaded into R using tximport (version 1.16.0) and aggregated to gene-level abundance in TPM. Differentially expressed genes were defined as *p* < 0.05, fold change > 1.5. Upregulated differentially expressed genes in *Sirt7* KO mice were subjected to enrichment analysis with DAVID (version 6.8) [27]. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses were used for annotation.

### 2.8. qRT-PCR

Frozen tissues were homogenized in Sepasol-RNA I Super G Solution (Nacalai Tesque, Inc., Kyoto, Japan). Total RNA was extracted using the phenol-chloroform extraction method, and cDNA was synthesized from total RNA using a Prime Script RT Kit (RR047A; Takara). qRT-PCR was performed on an ABI 7300 thermal cycler (Applied Biosystems, Foster City, CA, USA) using SYBR Premix Ex Taq II (RR820A; Takara). Relative gene expression was normalized by the mRNA expression level of mouse TATA-binding protein. 

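The primers used for qRT-PCR were located by searching the GENCODE M21 transcripts of GRCm38 for exact matches. Of 32 primer pairs, 18 matched a transcript of the named gene with both primers in the right order. Among these pairs 14 lie across exons and 4 lie within 1 exon, and the products are 70 to 335 bases long (median 163). The *Sirt7* pair (TGCCAGGCACTTGGTTGTCT and TAGGCTCCGCTTCGCTTAGG) lies in exons 3 and 5 of the 10 exons, between 120622025 and 120624532 on chromosome 11, with a spliced product of 143 bases. The *Fgf21* pair (GCCATTCACTTTGCCTGAGC and ATCCATTCCATCAGGGCTGC) lies in exon 1 of 3, between 45615296 and 45615442 on chromosome 7, so the product of 147 bases crosses no intron. The *Atf4* pair (TCGATGCTCTGTTTCGAATG and GGCAACCTGGTCGACTTTTA) lies in exon 3 of 3, between 80256694 and 80256872 on chromosome 15, and gives 179 bases. The *Hspa5* pair (AGTGGTGGCCACTAATGGAG and TCAATCCTTGCTTGATGCTG) lies in exon 6 of 9, between 34774151 and 34774345 on chromosome 2, and gives 195 bases. The *Cycs* pair also matches 4 other genes, *Gm10053*, *Gm10108*, *Gm11625* and *Gm13772*. In 12 of the other 14 pairs 1 primer matched its gene exactly, in either orientation, and the other did not. In the remaining 2 pairs, for *Pdia5* and *Slc2a4*, neither primer matched exactly. The pair for *Tbp*, the reference gene, had 1 mismatch in the forward primer. Whether the mismatches of these 14 pairs were in the primers used, or arose when the sequences were printed or copied, was not checked.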

The primer sequences are shown in Supplementary Table S1.

### 2.9. Statistical Analysis

Data are presented as the mean ± standard deviation (SD). The significance of differences was calculated with an unpaired two-tailed Student’s *t*-test or two-way analysis of variance with Tukey’s post hoc test. Kaplan–Meier survival curves were compared using the log-rank test. Changes in the age-associated mortality rate (slope and *y*-intercept) were measured using analysis of covariance. The frequency of cancer was compared using Fisher’s exact test. Statistical analysis was performed using GraphPad Prism 9 software version 9.4.0 (GraphPad Software, Inc., San Diego, CA, USA). Statistical significance was assumed at *p* < 0.05.

## 3. Results

### 3.1. Lack of Cardiac Dysfunction in Aged Sirt7 KO Mice

Vakhrusheva et al. [21] reported that *Sirt7* KO mice (C57BL/6 × 129Sv mixed background mice were backcrossed to C57BL/6) exhibit inflammatory cardiomyopathy with a strong increase in fibrosis and shortened lifespan. Therefore, we investigated the cardiac function of our 30-month-old male *Sirt7* KO mice on a C57BL/6J background by echocardiographic analysis. Interestingly, there were no significant differences in left ventricular dimension and contractile function between WT and *Sirt7* KO mice (Figure 1A,B). The heart weight to tibial length ratio and lung weight to tibial length ratio of *Sirt7* KO mice were both similar to those of WT mice (Figure 1C). Histological analysis revealed that the cross-sectional area, showing relative cardiomyocyte size, was similar between WT and *Sirt7* KO mice (Figure 1D,E). Fibrosis was not detected in the heart of our *Sirt7* KO mice by Masson’s trichrome staining (Figure 1F). Consistently, the cardiac mRNA expression levels of *Col3a1* (encoding collagen type III) and *Col6a1* (encoding collagen type VI) were similar between WT and *Sirt7* KO mice (Figure 1G). In addition, increased expression of inflammatory genes was not detected in the heart of *Sirt7* KO mice (Figure 1H). Taken together, these observations show that our aged *Sirt7* KO mice do not exhibit cardiac dysfunction compared with WT mice.

### 3.2. Male Sirt7 KO Mice Exhibit an Extension of Lifespan

These findings encouraged us to reevaluate the lifespan of *Sirt7* KO mice. When fed a standard chow diet, neither male nor female *Sirt7* KO mice on a C57BL/6J background exhibited a shortened lifespan (Figure 2A). Interestingly, the survival curves of WT and *Sirt7* KO male, but not female, mice were significantly different by log-rank testing (*p* = 0.0053), and male *Sirt7* KO mice showed an 11.2% extension of median lifespan (the day at which the probability of survival equals 50%: WT 887 days vs. *Sirt7* KO 972 days) (Figure 2A,B). They also exhibited a significant extension of mean lifespan (WT 874 ± 149 days vs. *Sirt7* KO 939 ± 130 days, *p* = 0.031). Furthermore, the maximum lifespan (the average of the mean lifespan of the longest-lived 10% or 20% of mice) [6,28] of male *Sirt7* KO mice was also significantly increased (10% oldest WT 1053 ± 19 days vs. *Sirt7* KO 1086 ± 4 days, *p* = 0.021; 20% oldest WT 1038 ± 21 days vs. *Sirt7* KO 1076 ± 10 days, *p* = 0.0005) (Figure 2B). We next assessed age-associated mortality in *Sirt7* KO mice. Male *Sirt7* KO mice exhibited a significant delay in age-associated mortality compared with WT mice, whereas the slope of age-associated mortality change, which defines the rate of aging [25], did not differ between WT and *Sirt7* KO mice (Figure 2C). In contrast to males, this delay in age-associated mortality was not detected in female *Sirt7* KO mice. Taken together, these results suggest that SIRT7 deficiency extends lifespan in male mice by delaying the onset of age-associated physiological decline.

Malignant neoplasm is a major cause of death in laboratory mice. Because SIRT7 has oncogenic properties [13,14], we investigated whether the extension of lifespan in male *Sirt7* KO mice was due to the reduced incidence of neoplasms. However, post-mortem gross and microscopic examinations revealed that the incidence of malignant neoplasms was similar between male WT (11 out of 22 mice, 50%) and *Sirt7* KO mice (12 out of 21 mice, 57.1%) (Figure 3A). In addition, the average number of tumors per mouse did not differ between WT and *Sirt7* KO mice (Figure 3B). These results indicate that the pro-longevity effect of SIRT7 deficiency cannot be reasoned by the decreased incidence of neoplasms.

### 3.3. Sirt7 KO Mice are Protected from Aging-Associated Metabolic Dysfunction

Next, we examined serum biochemical parameters in fasted 24-month-old male mice. Serum uric acid levels and high-density lipoprotein (HDL) levels were significantly lower and higher, respectively, in aged *Sirt7* KO mice than in WT mice (Figure 4A). High HDL levels are associated with a reduced risk of atherosclerosis and cardiovascular diseases in humans [29], but the significance of increased HDL levels on lifespan extension in mice is unclear. There was a trend for altered levels of alanine aminotransferase, total bilirubin, and lactate dehydrogenase in aged *Sirt7* KO mice, but the difference did not reach significance probably due to small sample sizes. Metabolic dysfunction is a hallmark of aging. As glucose tolerance and insulin sensitivity were improved in *Sirt7* KO mice fed a high-fat diet [11], we next investigated the metabolic parameters of aged male mice. *Sirt7* KO animals weighed significantly less than WT mice (Figure 4B). A glucose tolerance test demonstrated better glucose tolerance in aged *Sirt7* KO mice (Figure 4C), and an insulin tolerance test revealed significantly better insulin tolerance in aged *Sirt7* KO mice (Figure 4D). These results indicate that the loss of SIRT7 confers protection against aging-associated dysfunction in glucose metabolism.

### 3.4. Hepatic FGF21 Expression is Maintained in Aged Sirt7 KO Mice

We next measured the serum levels of secreted polypeptides and proteins that are involved in glucose metabolism. Among the secreted factors, the serum levels of FGF21 were significantly increased in 24-month-old male *Sirt7* KO mice compared with WT mice (Table 1). FGF21 has a fundamental role in the regulation of energy expenditure, and FGF21 administration promotes weight loss and improves insulin sensitivity and glucose homeostasis [22]. Moreover, transgenic mice overexpressing FGF21 show an extended lifespan [22,30,31,32]. We also measured serum FGF21 levels in male mice in an independent cohort (Figure 5A). The serum FGF21 levels of young mice did not differ between genotypes. Serum FGF21 levels were markedly decreased with aging in WT mice. In contrast, this decrease was suppressed in *Sirt7* KO mice, and the increased serum FGF21 levels of aged male *Sirt7* KO mice were confirmed in this cohort.

The liver is a major source of the expression and secretion of FGF21 [33]. Hepatic *Fgf21* mRNA expression levels were similar between young male *Sirt7* KO and WT mice (Figure 5B). In accordance with a previous report [34], hepatic *Fgf21* mRNA expression decreased markedly with aging in male WT mice, but such a decrease was not detected in *Sirt7* KO mice, and *Fgf21* mRNA expression was significantly increased in aged male *Sirt7* KO mice compared with WT mice (Figure 5B). FGF21 induces the expression of genes involved in glucose transport (*Slc2a1* and *Slc2a4*), mitochondrial oxidation (*Cycs*), and thermogenesis (*Ucp1*, *Dio2*, and *Ppargc1a*) in brown adipose tissue and lipid metabolism (*Lipe* and *Pnpla2*) in white adipose tissue [35,36]. The expression of these genes was significantly increased in aged male *Sirt7* KO mice compared with WT mice (Figure 5C,D). These results indicate that the increased serum levels of FGF21 in aged male *Sirt7* KO mice are not due to FGF21 resistance, a state of impaired FGF21 signaling [37].

To further investigate the mechanism underlying the increase in hepatic FGF21 expression in aged male *Sirt7* KO mice, we performed RNA-seq analysis of the liver. 

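RNA-seq was analyzed in the livers of 3 WT and 3 *Sirt7* KO male mice, aged 24 months and fasted for 16 h. The SMART-seq HT kit makes full-length cDNA from small amounts of RNA, and the Nextera XT libraries made from it were read from a single end. The authors deposited, for each mouse, the estimated count of reads that Salmon assigned to each of 140992 mouse transcripts of GRCm38, together with TPM. Salmon divides a read that fits several transcripts among them, and 17.4% of the estimated counts above 0 were whole numbers. Between 10608035 and 13424776 reads per WT mouse (median 11281715) and between 9994860 and 11107388 per *Sirt7* KO mouse (median 10964176) were assigned to transcripts. The counts of each mouse were summed over the transcripts of a gene in the GENCODE M21 annotation of GRCm38 and rounded to whole numbers, which gave 54115 genes. The 1201 transcripts without a gene in this annotation were left out, and they held between 0.303% and 0.492% of the reads of a mouse. Genes were compared between genotypes by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment over the 12524 genes that passed edgeR's filter on low counts. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change over 1.5. No pairing of the mice entered this test, and the counts were not corrected for transcript length. Spearman correlations of log2 CPM (counts scaled to the size of each library) across genes were 0.950 to 0.973 between mice of the same genotype and 0.941 to 0.961 between genotypes. The biological coefficient of variation was 26.4%. In counts simulated for the same 12524 genes with 200 genes changed, the test recovered 54.0% of the changed genes, and 9.70% of its calls were false. It recovered 77.6% of the genes changed 4-fold and 30.4% of those changed 2-fold. The simulated genes varied independently of each other with edgeR's fitted dispersions, and no change under 2-fold was simulated. These shares may thus not hold for the real livers, and they do not show that few genes changed.
*Sirt7* (ENSMUSG00000025138.14) lies on the minus strand of chromosome 11 of GRCm38, from 120618372 to 120625240. Its expression was 49.3 ± 5.19 CPM (SD, n = 3) in WT mice and 37.0 ± 7.34 CPM (SD, n = 3) in *Sirt7* KO mice. The log2 fold change was -0.41 (standard error 0.18, adjusted p = 0.42 from edgeR's quasi-likelihood test). Every *Sirt7* KO mouse was below every WT mouse (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The isoforms of *Sirt7*, which were examined after these values were seen, differed more than the gene. The full-length isoform of 10 exons (ENSMUST00000080202.11) was assigned 406 ± 24.2 reads (SD, n = 3) in WT mice and 112 ± 30.7 reads (SD, n = 3) in *Sirt7* KO mice. Isoform ENSMUST00000106183.2, which holds its first 3 exons, was assigned 2.42 ± 2.57 reads (SD, n = 3) and 66.0 ± 23.8 reads (SD, n = 3). Isoform ENSMUST00000146809.1, which starts in exon 6, was assigned 36.1 ± 33.2 reads (SD, n = 3) and 132 ± 55.4 reads (SD, n = 3). Isoforms without exons 4 and 5 (positions 120622141 to 120622211 and 120621981 to 120622053) took 11.8% ± 4.15 (SD, n = 3) of the *Sirt7* reads in WT mice and 58.8% ± 15.3 (SD, n = 3) in *Sirt7* KO mice. The shares of the 3 *Sirt7* KO mice were 48.3%, 51.9% and 76.4%, and the highest share in a WT mouse was 16.1%. These assignments are Salmon's estimates from reads that fit more than 1 isoform, so they do not show that full-length *Sirt7* mRNA remained in *Sirt7* KO mice. The paper measured *Sirt7* in liver by qRT-PCR in Figure 5B. The legend there explains a mark for values not detected, without naming the group. With the average transcript length of each gene as an offset in DESeq2, which was the alternative that moved *Sirt7* most, its log2 fold change was 0.81 (standard error 0.26, adjusted p = 0.072).

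**Figure D1:**
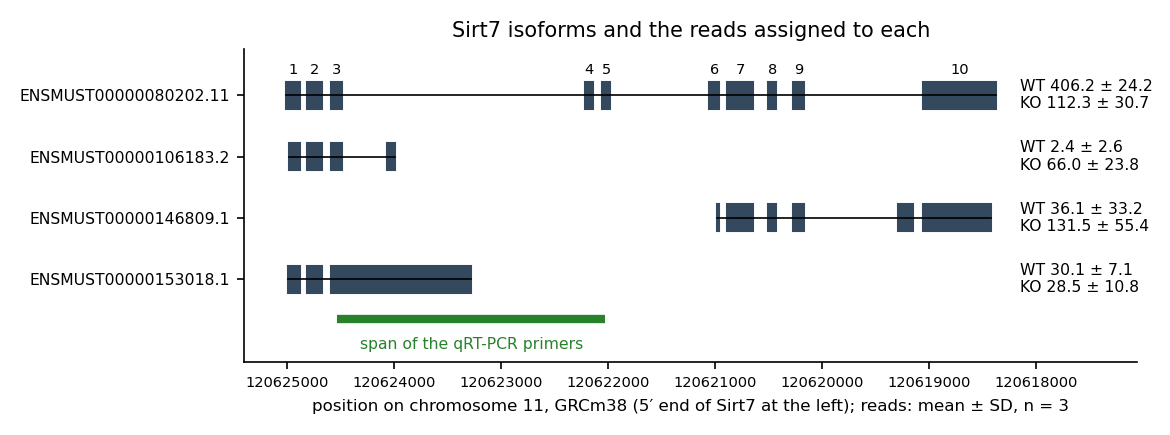
Exons of 4 *Sirt7* isoforms (boxes) along chromosome 11 of GRCm38, with the 5′ end of the gene on the left and the exons of the full-length isoform numbered from 1 to 10. The reads assigned to each isoform are given at the right as the mean ± SD of 3 mice, and the green bar is the span of the *Sirt7* qRT-PCR primers. The reads assigned to the full-length isoform fall from 406.2 to 112.3, while those of ENSMUST00000106183.2, which ends before exon 4, rise from 2.4 to 66.0. Assigned reads do not show that the full-length transcript was present in *Sirt7* KO mice.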

We identified 243 differentially expressed genes (173 upregulated and 70 downregulated; adjusted *p* < 0.05) in the liver of aged male *Sirt7* KO mice compared with WT mice (Figure 5E). 

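In the liver of *Sirt7* KO mice, edgeR called 1 gene higher and 0 genes lower than in WT mice. At an unadjusted p-value under 0.05 there were 1418 genes (11.3% of those tested), of which 819 were higher and 599 were lower. In 16.8% of the tested genes the values of the 3 *Sirt7* KO mice and the 3 WT mice did not overlap, and chance gives 10%. The reading of the threshold that moved the count most was an unadjusted p-value under 0.05 with a fold change over 1.5, which 925 genes passed (554 higher and 371 lower). The called gene was *Apol9b* (ENSMUSG00000068246.6), on chromosome 15 from 77729039 to 77736382. Its expression was 53.6 ± 1.11 CPM (SD, n = 3) in WT mice and 142 ± 3.83 CPM (SD, n = 3) in *Sirt7* KO mice. The log2 fold change was 1.40 (standard error 0.13, adjusted p = 0.020 from edgeR). With each mouse left out in turn it stayed between 1.38 and 1.42, and the adjusted p-value was above 0.05 in 5 of the 6 fits. *Apol9b* shares 64.9% of its 31-base words with its paralog *Apol9a*, so reads could be split between the genes, and *Apol9a* had 537, 488 and 808 reads in the WT mice and 1571, 1132 and 992 in the *Sirt7* KO mice.
The methods of the paper name DESeq2 after tximport, and tximport passes the average transcript length of each gene to DESeq2 as an offset. Under this setting 242 genes were called, 173 higher and 69 lower, among 12963 genes with an adjusted p-value. Without the length offsets, DESeq2 called 258 genes, 187 higher and 71 lower, and 168 genes were called both ways. Of the 242 genes, 212 had an unadjusted p-value under 0.05 in edgeR and 230 had the same sign there, while 6 had too few counts to be tested by edgeR. The values of the 2 genotypes did not overlap in 209 of the 242 genes, and 1 gene had reads in a single mouse. In the simulated counts, DESeq2 without length offsets recovered 63.2% of the changed genes and 16.0% of its calls were false. The fit with offsets was not simulated, so these shares do not describe the 242 genes.

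**Figure D2:**
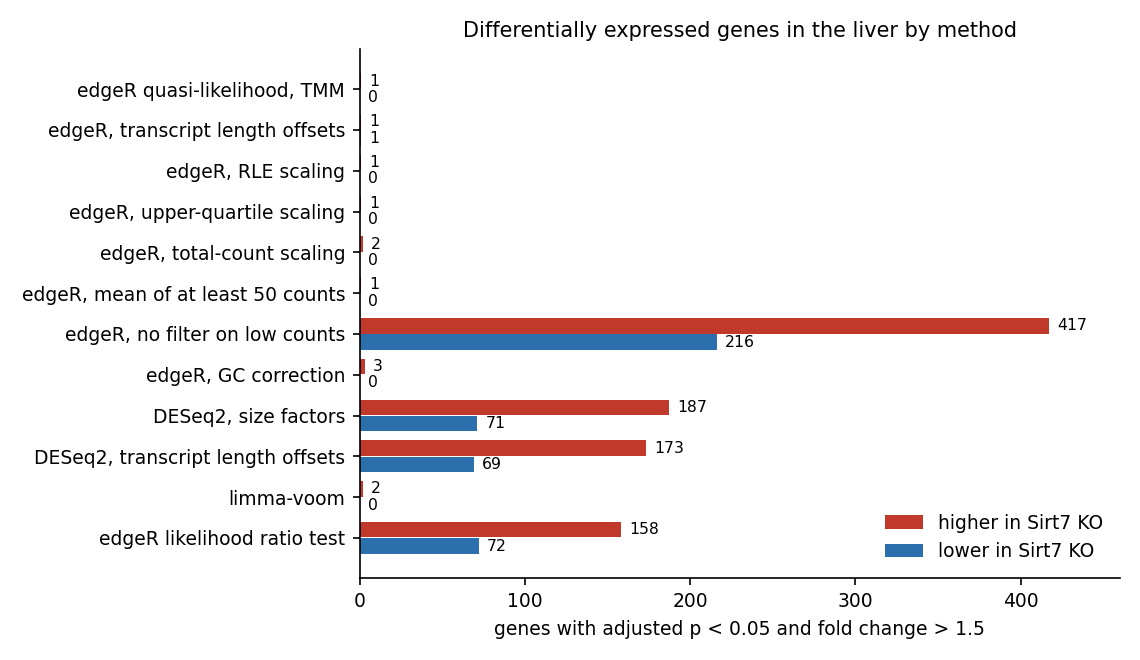
Number of genes called higher (red bars) and lower (blue bars) in the liver of *Sirt7* KO mice, on the horizontal axis, by each method on the vertical axis. Each call needs an adjusted p-value under 0.05 and a fold change over 1.5. Among the methods drawn, the edgeR quasi-likelihood fits with a filter on low counts and limma-voom call between 1 and 3 genes in all, and DESeq2, the edgeR likelihood ratio test and the fit without a filter call between 230 and 633. The likelihood ratio test and limma-voom were added after the edgeR count was seen.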

Intriguingly, Gene Ontology and Kyoto Encyclopedia of Genes and Genomes analyses revealed that genes involved in the unfolded protein response of the endoplasmic reticulum (UPR^ER^), including *Hspa5* (encoding GRP78) and *Pdia3* (encoding protein disulfide isomerase, family A, member 3), were increased in the liver of aged male *Sirt7* KO mice (Figure 5E). 

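Figure 5E marks 11 genes of the UPR ER, and their expression was compared in the same 6 livers. *Hspa5* (ENSMUSG00000026864.13), on chromosome 2 from 34771970 to 34777547, was at 422 ± 70.3 CPM (SD, n = 3) in WT mice and 721 ± 150.4 CPM (SD, n = 3) in *Sirt7* KO mice. Its log2 fold change was 0.77 (standard error 0.20, adjusted p = 0.20 from edgeR). *Pdia3* (ENSMUSG00000027248.13), on chromosome 2 from 121413775 to 121438687, was at 256 ± 9.24 CPM (SD, n = 3) in WT mice and 389 ± 30.6 CPM (SD, n = 3) in *Sirt7* KO mice. Its log2 fold change was 0.60 (standard error 0.14, adjusted p = 0.17 from edgeR). In both genes every *Sirt7* KO mouse was above every WT mouse.
All 11 genes had a log2 fold change above 0, from 0.41 in *Canx* to 1.68 in *Sdf2l1*. None of them reached an adjusted p-value under 0.05 over all tested genes, where *Pdia5* had the smallest (0.055) and *Pdia6* the largest (0.57). At an unadjusted p-value under 0.05 there were 10 genes, and 8 of these also had a fold change over 1.5. Adjusted over the 11 genes alone, 10 were under 0.05, but the list was drawn from these data, so this count shows no stability. In 10 of the 11 genes all 3 *Sirt7* KO mice were above all 3 WT mice, where chance gives 10% of genes with no overlap in either direction. As the genes were marked from these same livers, this separation shows no stability either. In *Pdia6*, which was the exception, the reads were 842, 210 and 939 in the WT mice and 2530, 441 and 651 in the *Sirt7* KO mice. With the reads of ENSMUST00000239402.1 added, a transcript without a gene in the annotation that was chosen after its values were seen, the log2 fold change of *Pdia6* was 1.05 (standard error 0.14, adjusted p = 0.051 from edgeR). With each mouse left out in turn, the lowest log2 fold change was 0.04 in *Pdia6* and 0.31 among the other genes. DESeq2 called 8 of the 11 genes without length offsets, and 10 with them, all but *Pdia6*. The log2 fold change of *Canx* rose from 0.41 to 1.17 with the offsets and that of *Stt3a* from 0.50 to 0.96. *Ppib* shares 37.0% of its 31-base words with other genes, and for the other marked genes this share was 1.93% or less.

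**Figure D3:**
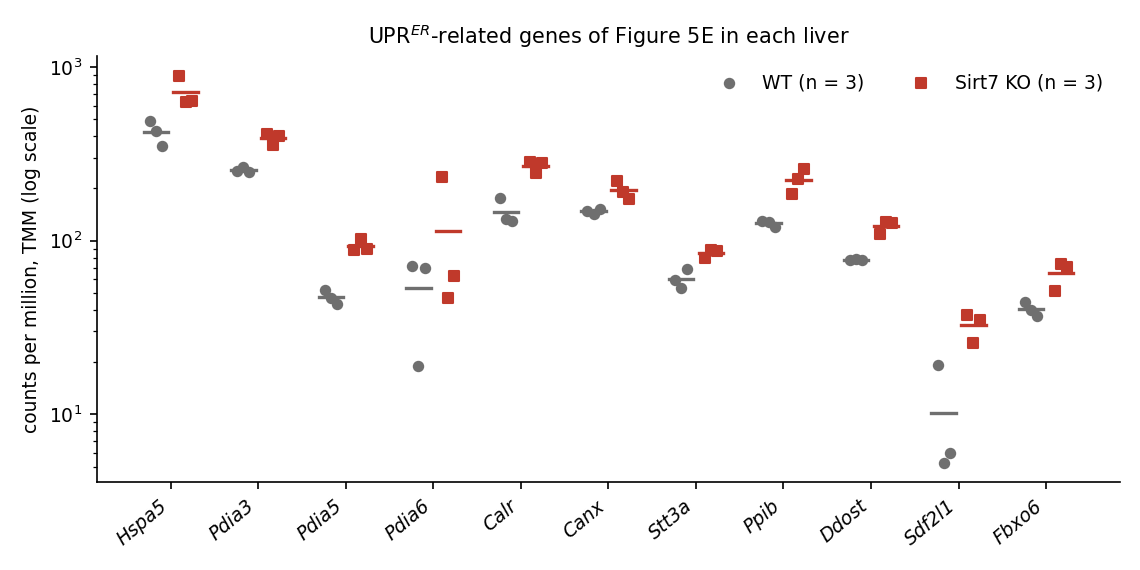
Expression of the 11 UPR ER-related genes of Figure 5E in each liver, in CPM after TMM normalization on a log axis. Grey circles are WT mice, red squares are *Sirt7* KO mice (n = 3 each) and horizontal lines are means. The *Sirt7* KO mice lie above the WT mice in every gene but *Pdia6*, in which 1 *Sirt7* KO mouse is above all WT mice.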

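GO and KEGG annotations were not used here, and gene sets of the Reactome database were tested in their place. Among the genes called higher by edgeR, 0 of 798 Reactome sets were enriched at an adjusted p-value under 0.05 (one-sided Fisher's exact test), and 3 had an unadjusted p-value under 0.05. This list held 1 gene, so no set could be expected to pass. Among the genes called higher by DESeq2 with length offsets, 78 belonged to a Reactome set, and 3 of 816 sets were enriched. These 3 sets cover cholesterol biosynthesis and its regulation by SREBP, and the first of them held 7 called genes among its 22 (adjusted p = 2.7e-05, Fisher's exact test). The alternative that moved this count most was the fit without a filter on low counts, with 10 enriched sets.
Sets were also compared with all other genes by limma's camera test, which needs no calls. At an inter-gene correlation of 0.01, 35 of the 798 sets had an adjusted p-value under 0.05. Of these, 17 were higher and 18 lower in *Sirt7* KO mice. The Reactome set of the unfolded protein response had 14 tested genes, of which 10 were higher in *Sirt7* KO mice, with a mean log2 fold change of 0.20 (camera p = 0.018 at an inter-gene correlation of 0.01, and adjusted p = 0.24 over all 798 sets). With the correlation between genes estimated from the data, camera gave p = 0.20. The mean over the 14 genes, set relative to the mean of the 6 livers, was 0.03, -0.18 and -0.13 in the WT mice and 0.20, 0.01 and 0.07 in the *Sirt7* KO mice on the log2 scale, so the groups overlapped (two-sided exact permutation test, p = 0.2). The mean log2 fold change of this set turned negative under DESeq2, at -0.14 without length offsets and -0.21 with them, where 1 further gene with a mean of 3.17 reads entered. Over the 14 genes alone it was 0.20 and 0.13.
In the Reactome set of cholesterol biosynthesis, all 22 tested genes were higher in *Sirt7* KO mice, with a mean log2 fold change of 1.31 (adjusted p = 1.8e-14 from limma's camera over the same sets). With the estimated correlation, camera gave p = 0.076. Relative to the mean of the 6 livers, the set was at -1.02, -0.22 and -0.59 in the WT mice and at -0.12, 1.36 and 0.58 in the *Sirt7* KO mice. The smallest gap between the groups, from -0.22 to -0.12, was thus narrower than the spread within each (two-sided exact permutation test, p = 0.1, the smallest possible).

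**Figure D4:**
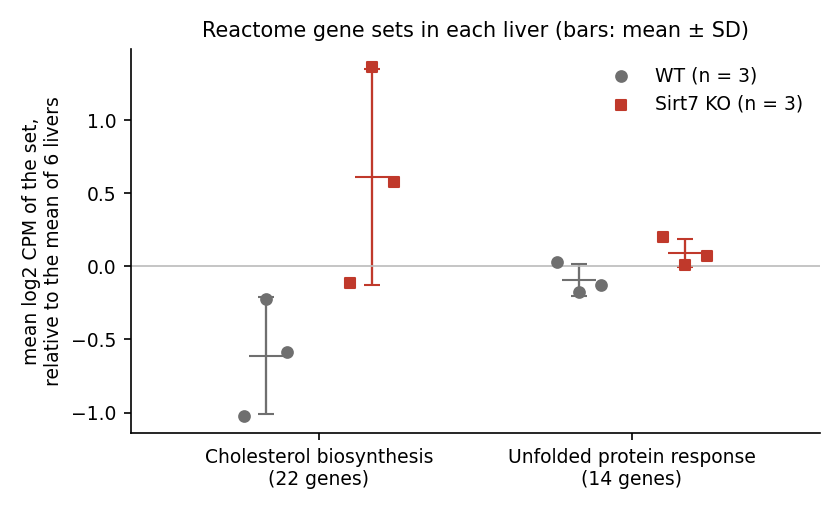
Mean log2 CPM of the genes of 2 Reactome sets in each liver, relative to the mean of the 6 livers. Grey circles are WT mice, red squares are *Sirt7* KO mice, and the bars are the mean ± SD (n = 3). The cholesterol biosynthesis set lies between -1.02 and -0.22 in WT mice and between -0.12 and 1.36 in *Sirt7* KO mice, and the unfolded protein response set overlaps between the genotypes.

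From the GO and KEGG enrichment of the genes higher in *Sirt7* KO mice, the paper states that genes of the UPR ER were increased, and as ATF4 is an effector of this response that controls *Fgf21*, it went on to measure these genes by qRT-PCR.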

Altered ER homeostasis leads to the accumulation of unfolded proteins in the ER, called ER stress, which activates the UPR^ER^ signaling pathway to mitigate the stress [38,39]. Activating transcription factor 4 (ATF4) is one of the main effectors of the UPR^ER^ and controls the expression of stress-resistance genes including *Fgf21* [22]. Therefore, we analyzed the hepatic expression of genes involved in the UPR^ER^ in male WT and *Sirt7* KO mice by qRT-PCR (Figure 5F). The hepatic expression of several UPR^ER^-related genes such as *Atf4* and *Hspa5* decreased with aging in male WT mice, whereas this decrease was diminished in *Sirt7* KO mice. As a result, *Atf4* mRNA expression was significantly increased in aged *Sirt7* KO mice compared with WT mice. ATF4 can induce apoptosis via the induction of *Ddit3* (encoding C/EBP-homologous protein); however, *Ddit3* expression was similar between male *Sirt7* KO and WT mice (Figure 5F). *Cdkn2a* (encoding p16, a marker of senescence) expression did not differ between aged male *Sirt7* KO and WT mice (Figure 5G), indicating that cellular senescence occurs similarly in the hepatic cells of these mice. These results suggest that the loss of SIRT7 helps to maintain serum FGF21 levels at high levels in aged male *Sirt7* KO mice by maintaining hepatic ATF4 expression.

## 4. Discussion

The phenotypes of *Sirt7* KO mice are controversial. Vazquez et al. reported that their *Sirt7* KO mice exhibit increased perinatal lethality [40], but such an increase was not observed in our *Sirt7* KO mice [41] or in another independent line of *Sirt7* KO mice [42]. We have no adequate explanation for these contrasting results, but differences in the construct used (absence of LacZ in [11] and [42]) may have contributed to these discrepancies. A reduction in SIRT7 levels with aging has been reported in tissues of humans and animal models [43], while SIRT7 levels increase during calorie restriction [44,45], suggesting that SIRT7 might exhibit a protective effect on longevity. Accordingly, Vakhrusheva et al. [21] reported that their *Sirt7* KO mice exhibit a shortened lifespan due to cardiac dysfunction with a strong increase in fibrosis [21]. Although we and Vakhrusheva et al. [21] used the same *Sirt7* KO line, such phenotypes were not detected in this study. The reason is again unclear, but the lack of cardiac dysfunction may have contributed to the extended lifespan of our *Sirt7* KO mice. We also would like to emphasize that the phenotype of shortened lifespan was not observed in another line of *Sirt7* KO mice [42] (Professor Johan Auwerx, personal communication). We backcrossed Vakhrusheva’s *Sirt7* KO mice (C57BL/6 × 129Sv mixed background was backcrossed onto C57BL/6 background) with C57BL/6J mice for at least five generations before use in this study. Ryu et al. backcrossed their *Sirt*7 KO mice (129Sv background) for ten generations onto the C57BL/6J background [42]. Since genetic background affects lifespan in mice [28], the different genetic backgrounds of these mice might have contributed to their altered cardiac phenotypes and lifespans. Furthermore, differences in environmental factors (e.g., diet and housing conditions) may have affected their phenotypes. Further studies are necessary to clarify the reasons for these discrepancies.

FGF21 is an endocrine hormone that exerts a fundamental role in the regulation of energy metabolism, and FGF21 administration promotes weight loss and improves glucose homeostasis by enhancing insulin sensitivity [22]. In addition, FGF21 is a potent longevity factor, and transgenic mice overexpressing FGF21 show an extended lifespan [30]. We found that serum FGF21 levels were significantly higher in our aged male *Sirt7* KO mice than in aged male WT mice. Therefore, there is a possibility that the increase in serum FGF21 levels might contribute to the extended lifespan of male *Sirt7* KO mice. However, female *Sirt7* KO mice did not show an extension of lifespan, but we did not examine their serum FGF21 levels. Thus, we cannot conclude that the prolonged lifespan of our male *Sirt7* KO mice was due to increased FGF21 levels. It has been reported that female mice exhibit higher serum concentrations of FGF21 than males [46]. Investigation of serum FGF21 levels in female mice is a major future undertaking to address the contribution of FGF21 to the prolonged lifespan of male *Sirt7* KO mice.

We also revealed that aged male *Sirt7* KO mice showed less body weight gain and improved glucose homeostasis compared with WT mice of the same age. FGF21 promotes weight loss and enhances insulin sensitivity by increasing energy expenditure [22]. Hence, it is plausible that the increased levels of FGF21 contribute to the improved glucose metabolism in aged male *Sirt7* KO mice. Additionally, FGF21 is reported to increase serum HDL-cholesterol levels [47]. Thus, the increased serum HDL-cholesterol concentrations in aged male *Sirt7* KO mice might also be attributable to the upregulation of FGF21. However, we do not claim that the improved glucose and lipid metabolism in male *Sirt7* KO mice can be explained by the increase in FGF21 only. Serum FGF21 levels were similar between young *Sirt7* KO and control mice, but we demonstrated previously that young *Sirt7* KO mice show resistance to high-fat diet-induced obesity, glucose intolerance, and fatty liver [11].

The diminished ability to maintain protein homeostasis is a hallmark of aging, and aged cells are unable to properly trigger UPR^ER^-related transcriptional responses [48,49,50]. Consistently, we demonstrated that the expression of several hepatic UPR^ER^-related genes, including *Atf4*, was decreased in aged male WT mice. In sharp contrast, this decrease was suppressed in aged male *Sirt7* KO mice, and *Atf4* mRNA expression was significantly increased in aged male *Sirt7* KO mice compared with WT mice. Given that ATF4 stimulates *Fgf21* transcription, the increased hepatic *Fgf21* expression and serum FGF21 levels in aged male *Sirt7* KO mice might be, at least in part, a consequence of higher ATF4 expression. However, it is unlikely that *Atf4* expression is regulated directly by SIRT7 in the liver since the hepatic *Atf4* mRNA levels of young mice did not differ between genotypes. What could be the underlying mechanism for the altered expression of UPR^ER^-related genes in aged male *Sirt7* KO mice? Previous studies have demonstrated that the chromatin landscape of aged cells is largely different from that of young cells, and the reduction of activating histone marks and the induction of repressive marks at the promoter regions of stress response genes are features of aged chromatin [48,49]. H3K18 acetylation, H3K36 acetylation, and H4K91 glutarylation are histone marks for active gene expression, and SIRT7 functions as an eraser of these modifications [12,51,52]. Loss of SIRT7 may help to induce gene expression by preserving active histone marks. Future studies are necessary to define whether histone marks at UPR^ER^-related gene loci are regulated by SIRT7.

Enhancing the function of SIRT1 and SIRT6 improves the healthspan in mice. Although the phenotypes of *Sirt7* KO mice are controversial, we revealed that the loss of SIRT7 extends lifespan and confers protection against aging-associated metabolic dysfunction in male mice. Thus, SIRT7 and SIRT1/SIRT6 may play opposite roles in aging. Further studies are necessary to improve our understanding of the roles of SIRT7 in aging.

## Figures and Tables

**Figure 1:**
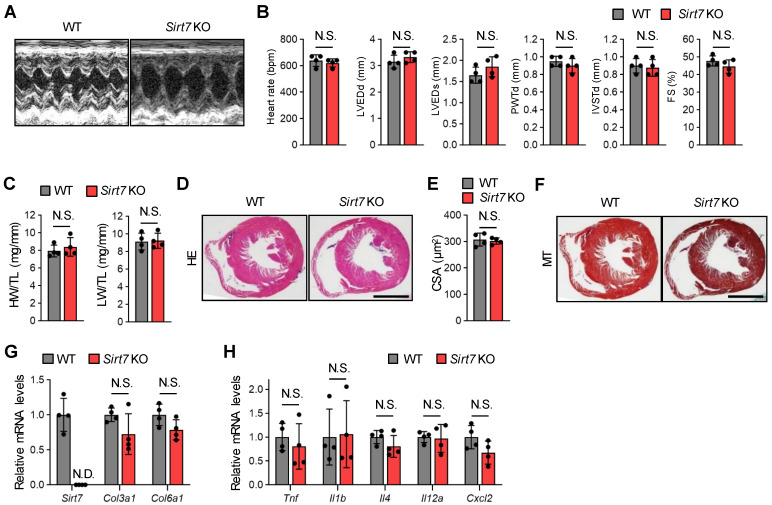
Cardiac function and morphology in aged male *Sirt7* KO mice. (**A**) Representative M-mode echocardiogram images of 30-month-old male WT and *Sirt7* KO mice. (**B**) Quantitative analysis of heart rate, left ventricular end-diastolic diameter (LVEDd), left ventricular end-systolic diameter (LVED), posterior wall thickness in diastole (PWTd), interventricular septum thickness in diastole (IVSTd), and fractional shortening (FS) in 30-month-old male WT and *Sirt7* KO mice (*n* = 4). (**C**) Quantification of the heart weight/tibia length (HW/TL) ratio and lung weight/tibia length (LW/TL) ratio in 30-month-old male WT and *Sirt7* KO mice (*n* = 4). (**D**) Representative images of hematoxylin and eosin (HE)-stained heart tissue from 30-month-old male WT and *Sirt7* KO mice. Scale bar, 2 mm. (**E**) Quantitative analysis of cardiomyocyte cross-sectional area in 30-month-old male WT and *Sirt7* KO mice (*n* = 4). (**F**) Representative images of Masson’s trichrome (MT)-stained heart tissue from 30-month-old male WT and *Sirt7* KO mice. Scale bar, 2 mm. (**G**,**H**) qRT-PCR analysis of *Sirt7* and fibrosis-related genes (*Col3a1* and *Col6a1*) (G) and inflammation-related genes (*Tnf*, *Il1b*, *Il4*, *Il12a*, and *Cxcl2*) (H) in the heart of 30-month-old male WT and *Sirt7* KO mice (*n* = 4). The data are expressed as the mean ± SD; N.D., not detected; N.S., not significant by unpaired Student’s *t*-test.

**Figure 2:**
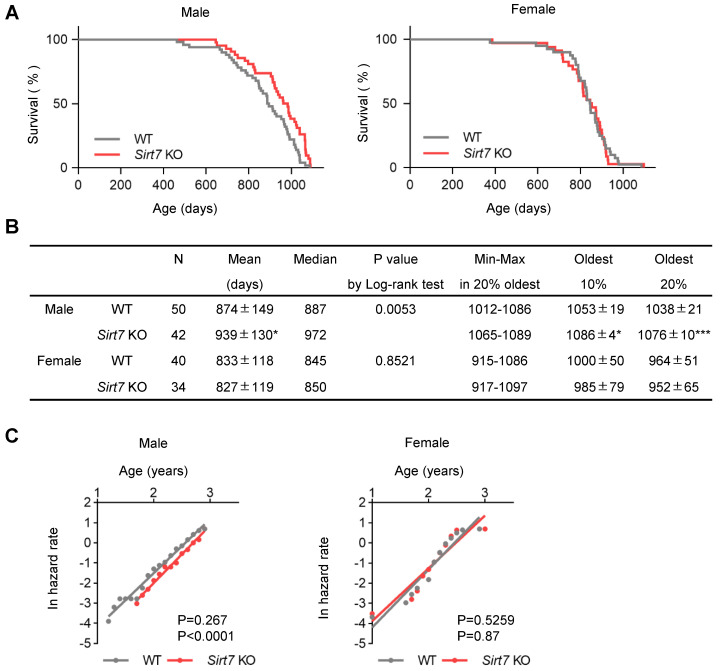
Lifespan analysis of male and female *Sirt7* KO mice. (**A**) Kaplan–Meier survival curves for male (left: WT [*n* = 50], *Sirt7* KO [*n* = 42]) and female (right: WT [*n* = 40], *Sirt7* KO [*n* = 34]) mice. (**B**) Parameters of lifespan analysis. The mean (average lifespan) and oldest 10% and 20% (mean lifespan of the longest-lived 10% and 20% mice) of each group are shown as the mean ± SD; * *p* < 0.05, *** *p* < 0.001 by unpaired Student’s *t*-test. *P*-values of (**A**) were calculated by the log-rank test. (**C**) The age-associated mortality rate of male (left) and female (right) WT and *Sirt7* KO mice. *P*-values for the differences between the slopes (age-associated mortality rate) and *y*-intercepts (initial mortality rate) were calculated by analysis of covariance (top = *p*-value of slopes, bottom = *p*-value of *y*-intercepts).

**Figure 3:**
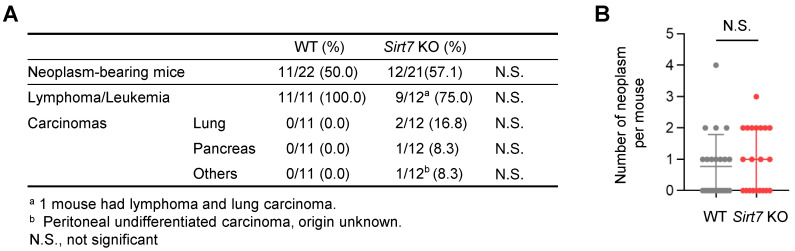
Tumor spectrum and incidence in aged male *Sirt7* KO mice. (**A**) Microscopic pathological findings at death in male WT (*n* = 22) and *Sirt7* KO (*n* = 21) mice. Statistically significant differences were calculated using Fisher’s exact test. (**B**) Number of neoplasms in male WT (*n* = 22) and *Sirt7* KO (*n* = 21) mice. Data are expressed as the mean ± SD; N.S., not significant by unpaired Student’s *t*-test.

**Figure 4:**
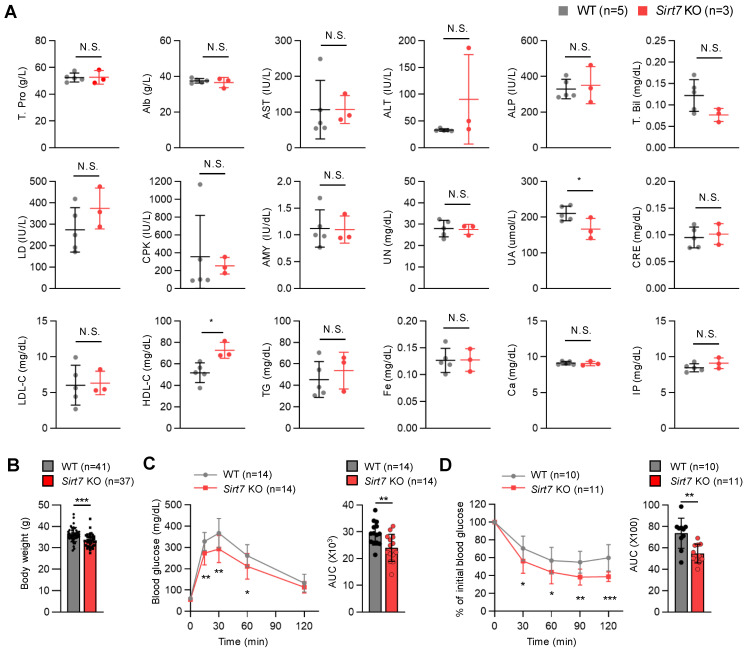
Serum biochemical parameters and glucose metabolism in aged male *Sirt7* KO mice. (**A**) Biochemical analysis of 24-month-old male WT (*n* = 5) and *Sirt7* KO (*n* = 3) mice after 16-h fasting. (**B**) Body weight of 24-month-old male WT (*n* = 41) and *Sirt7* KO (*n* = 37) mice. (**C**) Glucose tolerance test in 24-month-old male WT (*n* = 14) and *Sirt7* KO (*n* = 14) mice after intraperitoneal injection of glucose (2 g/kg body weight). (**D**) Insulin tolerance test in 24-month-old male WT (*n* = 10) and *Sirt7* KO (*n* = 11) mice after intraperitoneal injection of insulin (1 U/kg body weight). The area under the curve (AUC) for each tolerance test (**C**,**D**) is calculated and shown. Data are expressed as the mean ± SD; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; N.S., not significant by unpaired Student’s *t*-test. Alb, albumin; ALP, alkaline phosphatase; ALT, alanine aminotransferase; AMY, amylase; AST, aspartate aminotransferase; Ca, calcium; CPK, creatine phosphokinase; CRE, creatinine; Fe, iron; HDL-C, high-density lipoprotein cholesterol; IP, inorganic phosphorus; LD, lactate dehydrogenase; LDL-C, low-density lipoprotein cholesterol; T. Bil, total bilirubin; TG, triglyceride; T. Pro, total protein; UA, uric acid; UN, urea nitrogen.

**Figure 5:**
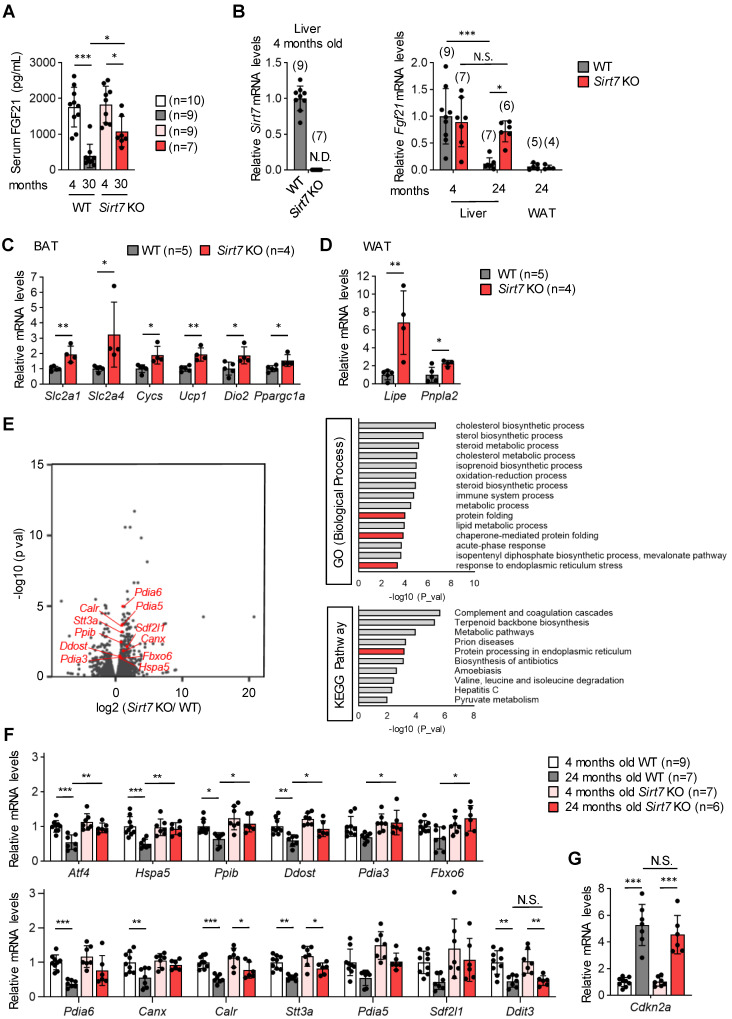
Gene expression profiles in the liver of aged male *Sirt7* KO mice. (**A**) Serum FGF21 levels in 4- or 30-month-old male WT and *Sirt7* KO mice after 16-h fasting. (**B**) qRT-PCR analysis of *Sirt7* and *Fgf21* in the liver and epididymal white adipose tissue (WAT) from male WT and *Sirt7* KO mice. N.D., not detected. (**C**,**D**) qRT-PCR analysis of *Fgf21* target genes in brown adipose tissue (BAT) (*Slc2a1*, *Slc2a4*, *Cycs*, *Ucp1*, *Dio2*, and *Ppargc1a*) (**C**) and epididymal WAT (*Lipe* and *Pnpla2*) (**D**) of 24-month-old male WT and *Sirt7* KO mice. (**E**) Volcano plot (left) and enrichment analysis (right) of RNA-seq data in liver samples from 24-month-old male WT and *Sirt7* KO mice (*n* = 3). UPR^ER^-related genes are shown in red (left). GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes. (**F**,**G**) qRT-PCR analysis of UPR^ER^-related genes (**F**) and a marker of senescence (**G**) in the liver of 4- and 24-month-old male WT and *Sirt7* KO mice. Data are expressed as the mean ± SD; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; N.S., not significant. Statistical significance was determined by either two-way analysis of variance with Tukey’s post hoc test (**A**,**B**,**F**,**G**) or unpaired Student’s *t*-test (**C**,**D**).

**Table 1:** Serum hormone levels in aged male WT and *Sirt7* KO mice.

Parameter	WT (*n* = 5)	*Sirt7* KO (*n* = 3)	*p* Value
Insulin (ng/mL)	7.1 ± 5.2	4.9 ± 0.8	0.51
Glucagon (ng/mL)	10.3 ± 5.9	6.8 ± 1.2	0.37
GLP-1 (pg/mL)	789.6 ± 650.3	377.2 ± 138.4	0.33
GIP (ng/mL)	6.3 ± 1.0	6.2 ± 0.1	0.88
Ghrelin (ng/mL)	26.9 ± 6.6	24.0 ± 1.5	0.49
PAI-1 (ng/mL)	2.5 ± 0.7	5.6 ± 3.2	0.07
Leptin (ng/mL)	1.4 ± 0.6	1.4 ± 0.2	0.91
Adiponectin (μg/mL)	21.8 ± 13.8	13.0 ± 2.9	0.33
Resistin (ng/mL)	41.5 ± 10.9	44.8 ± 2.9	0.63
FGF21 (pg/mL)	173.1 ± 60.9	628.8 ± 287.7	0.01 *
Osteocrin (pg/mL)	41.0 ± 23.2	41.9 ± 16.4	0.96
Osteonectin (ng/mL)	13.8 ± 12.4	13.7 ± 0.6	0.99

Serum adipocytokine and myokine levels in 24-month-old male WT (*n* = 5) and *Sirt7* KO (*n* = 3) mice after 16-h fasting. Data are expressed as the mean ± SD of each group. * p < 0.05. FGF21, fibroblast growth factor 21; GIP, glucose-dependent insulinotropic polypeptide; GLP-1, glucagon-like peptide-1; PAI-1, plasminogen activator inhibitor-1.

## Data Availability

Raw and processed RNA sequencing were deposited in the Gene Expression Omnibus (GEO) under accession number GSE207272. Any other relevant data are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11223609/s1, Table S1: List of the primer sequences used for qRT-PCR.

# Supplementary material for: SIRT7 Deficiency Protects against Aging-Associated Glucose Intolerance and Extends Lifespan in Male Mice
**Source:** Cells. 2022 Nov 15;11(22):3609. doi: 10.3390/cells11223609
**Supplement:** Supplementary file 1

**Supplementary Table S1:** Primer sequences of mouse genes used for qRT-PCR.

| <b>Symbol</b>   | <b>Forward</b>              | <b>Reverse</b>             |
|-----------------|-----------------------------|----------------------------|
| <i>Atf4</i>     | TCGATGCTCTGTTTCGAATG        | GGCAACCTGGTCGACTTTTA       |
| <i>Calr</i>     | GACTGGGATGAACGAGCCAA        | GGTTTCCACTCGCCCTTGTA       |
| <i>Canx</i>     | GGCTAGACGACGAACCTGAG        | AGGCTTCCATTTGCCCTTAT       |
| <i>Cdkn2a</i>   | CCAAGAGCGGGGACATCAAG        | AAGCTATGCCCCTCGGTCTG       |
| <i>Col3a1</i>   | TACACCTGCTCCTGTGCTTC        | CATTCTCCCACTCCAGACT        |
| <i>Col6a1</i>   | TGATGGCATTCAAGGACCCC        | TGGGCCAGCATTTCCTTCAT       |
| <i>Cxcl2</i>    | CCAGACAGAAATCATAGCCACTC     | CTTCCGTTGAGGGACAGCA        |
| <i>Cycs</i>     | GGAGGCAAGCATAAGACTGG        | TCCATCAGGGTATCCTCTCC       |
| <i>Ddit3</i>    | ATATCTCATCCCCAGGAAACG       | TCTTCCTTGCTCTTCCTCCTC      |
| <i>Ddost</i>    | CAGCGATGCCTTCTTCAACTC       | GCCTGTCTGAGAATACCTCTGC     |
| <i>Dio2</i>     | AGTCAAGAAGGTGGCATTCTG       | ACAGCTTCCTCCTAGATGCCT      |
| <i>Fbxo6</i>    | CCGTGTGCTGAAGAGAACC         | GTCTCCACCTTCCAGCGAT        |
| <i>Fgf21</i>    | GCCATTCACTTTGCCTGAGC        | ATCCATTCCATCAGGGCTGC       |
| <i>Hspa5</i>    | AGTGGTGGCCACTAATGGAG        | TCAATCCTTGCTTGATGCTG       |
| <i>Il1b</i>     | GGGCTGCTTCCAAACCTTTGACC     | GTAGCTGCCACAGCTTCTCCACAGCC |
| <i>Il4</i>      | CATGGGAAACTCCATGCTT         | ATGAATCCAGGCATCGAAAA       |
| <i>Il12a</i>    | TGGCTACTAGAGAGACTTCTTCCACAA | GCACAGGGTCATCATCAAAGAC     |
| <i>Lipe</i>     | GGCTCACAGTTACCATCTCACC      | GAGTACCTTGCTGTCTGTCC       |
| <i>Pdia3</i>    | TGTTGGAAGTACGGACGAA         | GGCGAAGAACTCGACTAGCA       |
| <i>Pdia5</i>    | TATTCATTACCAGGACGGCG        | TCCTTCTCACTGTGATGTGC       |
| <i>Pdia6</i>    | TGGTTCCTTTCCTACCATCACT      | ACTTTCCTGCTGGAAAAGTGC      |
| <i>Pnpla2</i>   | TCCGAGAGATGTGCAAACAG        | CTCCAGCGGCAGAGTATAGG       |
| <i>Ppargc1a</i> | GAAATCCGAGCGGAGCTGAA        | GAATAGGGCTGCGTGCCATC       |
| <i>Ppib</i>     | AACCACAGTCAAGACCTCC         | TCCGTACCACATCCATGC         |
| <i>Sdf2l1</i>   | GCTATCCAACAACCAGGAGGTG      | GTTCAACAGTGACCGACAGG       |
| <i>Sirt7</i>    | TGCCAGGCACTTGGTTGTCT        | TAGGCTCCGCTTCGCTTAGG       |
| <i>Slc2a1</i>   | GCTTATGGGCTTCTCCAAACT       | GGTGACACCTCTCCACATAC       |
| <i>Slc2a4</i>   | ACCCCTCATCCCCCTGTGT         | ACCCCTCTGCAGACCCCTTC       |
| <i>Stt3a</i>    | GCAACCTGTCTGATGCTCGGAT      | ATGTGGACAGCACCTGGGAAAC     |
| <i>Tbp</i>      | CCCCTTGTAACCTTCACCAAT       | GAAGCTGCGGTACAATTCCAG      |
| <i>Tnf</i>      | AGAAAGCATGATCCGCGACGTG      | TGAGAGGGAGGCCATTTGGGAAC    |
| <i>Ucp1</i>     | GGCAACAAGAGCTGACAGTAAAT     | GGCCCTTGTAACAACAAAATAC     |

How the deposited data were processed for this re-analysis (not part of the article)

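Liver RNA of 3 WT and 3 *Sirt7* KO male mice, aged 24 months and fasted for 16 h, was analyzed at the level of genes and, for *Sirt7*, of isoforms. Genotypes were taken from the sample labels, and age, sex and fasting from the labels and the methods of the paper. The authors trimmed the reads with Trim Galore, mapped them to the mouse transcriptome of GRCm38 and quantified them with Salmon at its default settings. They deposited, for each mouse, the estimated count of reads per transcript, which is not normalized and need not be whole. They also deposited TPM, which the authors' Salmon run scales to the effective length of each transcript and to a total per mouse. Replicates were not pooled. The effective lengths were identical for all 6 mice. The paper's text does not name the annotation release of the transcripts.

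From the estimated counts, gene counts were made by summing over the transcripts of each gene of GENCODE M21. Of 140992 transcripts, 139172 matched this annotation with the same version and 619 with another version, and 1201 had no gene there and were left out. The counts were then rounded. TPM and the transcript lengths entered only the average transcript length of each gene, which served as an offset in some of the alternatives. All mice differed from each other by more than sampling noise, with a chi-square of at least 16.9 per gene between mice of the same genotype, so each counted as 1 sample.

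Differential expression was tested with edgeR 4.0.16 (R 4.3.3), by its quasi-likelihood test with TMM normalization and the filterByExpr defaults (minimum count 10), which left 12524 genes. The p-values were adjusted by the Benjamini-Hochberg method. A call needed an adjusted p-value under 0.05 and a fold change over 1.5, since the paper's text gives an adjusted p-value and its methods give a p-value with that fold change. DESeq2 1.42.0 was used as an alternative, with and without the average transcript length offsets. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, or with the correlation estimated from the data. Mouse Reactome sets, as shipped with the fgsea package, with 10 to 500 tested genes were tested for enrichment by Fisher's exact test against the tested genes that belong to a Reactome set. A further 24 gene sets, fixed by hand, were tested with camera and adjusted together. Values of single genes or sets were compared by exact permutation of log2(CPM + 0.5) or of set means, two-sided, where 3 mice against 3 cannot go below p = 0.1. Primers and the words of 31 bases that genes share were found with Python 3.11.15 in the transcript sequences of GENCODE M21. GC correction used a loess curve of span 0.3 per mouse.

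Both tools, DESeq2 without length offsets, were tested on simulated counts for the 12524 genes, with 5 simulations of 200 changed genes. Each gene was drawn independently with edgeR's fitted dispersion, so genes that vary together and livers that stand apart were not simulated. In simulations with no changed gene, edgeR called 0 to 5 genes (mean 1.2) and DESeq2 called 4 to 9 (mean 6.6). With changed genes, the false share of calls was above the nominal 5% for both. In camera, 6% of 200 random sets had p under 0.05.

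The depth of 9994860 to 13424776 reads per mouse leaves genes with few reads uncertain. *Cdkn2a*, with 0 to 3 reads per mouse, was not tested. The paper's text names no molecular identifiers, so depth covers counting error only.

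The text names *Sirt7*, every gene the paper names for liver, the reference gene *Tbp*, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes whose genotypes do not overlap, of which there was 1, *Apol9b*. Genes outside this rule are said to be chosen after their values were seen. The alternatives were other normalizations (RLE, upper quartile, total counts), other filters (none, or a mean of at least 50 counts), the average length offsets, DESeq2, a GC correction, the replicate number as a block, other thresholds, other camera and enrichment settings, and leaving out each mouse in turn. These choices, the design of each test and the rule for named genes were set before the data were examined. The edgeR likelihood ratio test, limma-voom, the random thinning of every library to the depth of the smallest (9955422 reads on genes) and the addition of 1 transcript to *Pdia6* were chosen after seeing the data. The replicate numbers used for pairing come from the sample labels, which number the mice of each genotype from 1 to 3. The paper's text states that WT and *Sirt7* KO mice were bred as littermates but names no pairing for the RNA-seq, and mice with the same number are different animals. GO and KEGG annotations and the DAVID tool were not used here. The qRT-PCR, serum and survival data of the paper were not analysed here.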

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

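The 24 gene sets and the settings they were tested under were planned, apart from the thinning to equal depth, but the use of these settings to weigh the patterns below, and the tests on the *Sirt7* isoform and on genes with no read in one genotype, were chosen only after the results were seen. In each set below, the log2 fold change is the mean over the tested genes. The text of the paper discusses none of these sets, while Figure 5E lists terms for the acute-phase response and for lipid metabolism. Genotype is the only condition by which the mice differ in the design. An effect of SIRT7 loss is thus a possible reading of each pattern. Differences between animals that the design does not record, such as the time of day at which a liver was taken, are another. The patterns need not be independent, since *Sirt7* KO replicate 1 lay apart from replicates 2 and 3 in both the PPAR-alpha and the fatty acid synthesis set. With total-count scaling the median log2 fold change of all tested genes was -0.11, so the set values under that scaling are to be read relative to it. A scaling moves all genes alike and does not test depth, so the libraries were also thinned at random to the 9955422 reads of the smallest. At this equal depth each set kept its direction and a camera p under 0.05. Estimating the correlation between genes raised camera's p even where the correlation hardly changed. In the 11 genes of Figure 5E it was estimated at 0.0107 against the preset 0.01, and camera's p rose from 4.9e-15 to 0.0014. A larger p with the estimated correlation thus does not by itself show that genes vary together. The GC correction moved the log2 fold change of the tested genes by a median of 0.018 and at most 0.29. Between 1 and 2 of the 4 splits of the 6 livers that part all 3 same-numbered pairs, the real one included, gave as small a camera p for each set, as stated below. The other 6 splits part 1 pair, and over all 10 splits between 1 and 3 gave as small a camera p. The real split is always counted, so neither comparison could have shown less than 1 in 4 or 1 in 10, and none of the patterns can be told apart from a chance difference between the livers.

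In 24 genes of the fasting response driven by PPAR-alpha, the mean log2 fold change was -0.96, with 3 of 24 genes higher in *Sirt7* KO mice (adjusted p = 1.7e-12 over 24 sets from limma's camera). The set means of the livers, relative to the mean of all 6, were 0.17, 0.99 and 0.57 in WT mice and 0.37, -0.96 and -1.13 in *Sirt7* KO mice, so 2 of 3 *Sirt7* KO livers were below all WT livers. The correlation between genes estimated from the data was 0.77, and camera with it gave p = 0.13. The shift may come from genes that vary together between animals, but this p does not show it. In 2 of the 4 splits, and in 2 of all 10, the camera p was as small. The mean was -0.97 after GC correction, -1.04 with total-count scaling and -0.96 at equal depth, and leaving out each mouse in turn moved it between -1.69 and -0.72.

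In 17 clock genes, the mean log2 fold change was -0.50, with 5 of 17 genes higher (adjusted p = 0.0022 from camera). The livers were at -0.01, 0.32 and 0.47 in WT mice and at -0.63, -0.15 and 0.0038 in *Sirt7* KO mice, so the genotypes overlapped. The mean was -0.52 after GC correction, -0.60 with total-count scaling and -0.49 at equal depth. It was -0.68 to -0.38 with each mouse left out in turn. The estimated correlation was 0.13, and camera with it gave p = 0.11, which does not show what gave the shift. Shared variation between animals, such as the time of day at which a liver was taken, could give it. The paper's text does not state that time. Only the real split of the 4 gave as small a camera p (1 of 4), and 3 of all 10 did.

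In 16 genes with male-biased expression in the liver, the mean log2 fold change was 1.31, with 15 of 16 genes higher (adjusted p = 5.4e-14 from camera). All 3 *Sirt7* KO livers (0.87, 0.63 and 0.94) were above all WT livers (-2.20, -0.12 and -0.12), and the lowest WT liver stood apart from the other WT livers. With the estimated correlation, camera gave p = 0.046, which was 0.28 after adjustment over the 24 sets. The mean was 1.34 after GC correction, 1.23 with total-count scaling, 1.31 at equal depth, and 0.94 to 1.61 with each mouse left out in turn. The real split was the only one of the 4 with as small a camera p (1 of 4), and the only one of all 10. An effect of SIRT7 loss on these genes is a hypothesis that may merit a test in other mice, since a chance difference between the livers remains open.

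In 15 interferon response genes, the mean log2 fold change was 1.01, with 13 of 15 genes higher (adjusted p = 3.5e-08 from camera). All 3 *Sirt7* KO livers (1.28, 0.06 and -0.04) were above all WT livers (-0.61, -0.51 and -0.19). Leaving out each mouse in turn moved the mean between 0.40 and 1.23. It was 0.99 after GC correction, 0.91 with total-count scaling and 1.01 at equal depth. Camera with the estimated correlation of 0.59 gave p = 0.12. Genes that vary together between animals may give the shift, but this p does not show it. As small a camera p came from 1 of the 4 splits and from 1 of all 10.

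In 23 acute phase genes, the mean log2 fold change was 0.51, with 22 of 23 genes higher (adjusted p = 1.1e-08 from camera). The livers overlapped, at 0.30, -0.89 and -0.41 in WT mice and 0.58, 0.20 and 0.22 in *Sirt7* KO mice. The mean was 0.51 after GC correction, 0.38 with total-count scaling and 0.51 at equal depth. It was 0.30 to 0.98 with each mouse left out in turn. Camera with the estimated correlation of 0.61 gave p = 0.16. Variation shared between animals may account for the shift, but this p does not show it. As small a camera p was found in 1 of the 4 splits and in 3 of all 10.

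In 11 fatty acid synthesis genes, the mean log2 fold change was 0.72, with 9 of 11 genes higher (adjusted p = 0.00042 from camera). The livers were at -0.60, -0.18 and -0.20 in WT mice and at -0.27, 0.83 and 0.43 in *Sirt7* KO mice. The mean was 0.70 after GC correction, 0.61 with total-count scaling and 0.71 at equal depth. It was 0.43 to 0.94 with each mouse left out in turn. Camera with the estimated correlation of 0.49 gave p = 0.18. Again the shift may come from variation shared between animals, which this p does not show. As small a camera p came from 1 of the 4 splits and from 3 of all 10.

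A *Sirt7* isoform drew attention because its reads rose in the knockout. ENSMUST00000106183.2 was assigned 66.0 ± 23.8 reads (SD, n = 3) in *Sirt7* KO mice and 2.42 ± 2.57 (SD, n = 3) in WT mice. The lowest share of *Sirt7* reads on isoforms without exons 4 and 5 was 48.3% in a *Sirt7* KO liver, above all WT livers. The *Sirt7* log2 fold change was 0.81 with the average length offsets and -0.40 without them in DESeq2, and 0.80 and -0.41 in edgeR. The counts were the same with and without offsets. The change of sign thus came through the reads assigned to shorter isoforms, and it does not show a rise of *Sirt7*. Whether these transcripts exist, or whether Salmon places reads from a truncated transcript on the nearest annotated isoforms, cannot be told from the estimated counts.

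There were 3 genes with no read in any WT mouse and at least 10 reads in every *Sirt7* KO mouse. They were chosen by this pattern after the values were seen. *Cd4* had 10, 12 and 23 reads in the *Sirt7* KO mice, *Gm5640* had 13, 38 and 18, and *Gm5096* had 29, 2572 and 1449. In the opposite direction there were 2 genes, *Gm45193* (15, 13 and 14 reads in WT mice) and *Gm49273* (15, 82 and 84 reads). Of these 5 genes, 4 share at least 88.0% of their 31-base words with other genes, so reads may have moved between near-identical copies, which shared sequence alone does not show. The closest copies of *Gm5096* and *Gm45193*, *Bhmt* and *Herc6*, had reads in every liver. Those of *Gm5640* and *Gm49273* had too few reads in the genotype at 0 to hold the missing ones in each liver, as *Gm5936* had 2, 0 and 0 in WT mice and *Gm48111* had 49, 0 and 0 in *Sirt7* KO mice. *Cd4* shares 0.42% of its words. A strain segment kept around the targeted locus would place the genes near *Sirt7*, but 0 of the 5 lie on chromosome 11. Of the 4 splits that part all same-numbered pairs, 1 gave as many such genes, the real one, and another split among the 10 gave 6. The pattern cannot be told apart from chance or, for *Gm5096* and *Gm45193*, from reads assigned to the closest copy.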

How the results depend on the processing

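The likelihood ratio test, limma-voom, the thinning of the libraries to equal depth and the transcript added to *Pdia6* were chosen after the results were seen, and every other setting was planned.

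The number of differentially expressed genes changed with the test, the filter, the reading of the threshold and the mice included. Against 1 gene (1 higher and 0 lower) by edgeR, with 1418 at an unadjusted p-value under 0.05, DESeq2 called 258 genes (187 higher and 71 lower) and DESeq2 with transcript length offsets 242 (173 higher and 69 lower). The likelihood ratio test called 230 (158 higher and 72 lower). Without a filter on low counts, 633 genes were called (417 higher and 216 lower). The standard error of *Pdia6* fell from 0.64 to 0.19 in that fit, although its reads were the same, while that of *Pdia5* rose from 0.14 to 0.19. Genes of unlike spread thus had nearly equal standard errors, so the calls of the fit without a filter are to be read with caution. An unadjusted p-value with the fold change gave 925 genes (554 higher and 371 lower). edgeR with transcript length offsets called 2 genes (1 higher and 1 lower), total-count scaling, limma-voom and libraries thinned to equal depth called 2 each (2 higher and 0 lower), and the GC correction called 3 (3 higher and 0 lower). RLE or upper-quartile normalization, a mean of at least 50 counts and an adjusted p-value with no fold change limit gave the count of 1 again. Across the 6 fits that each left out 1 mouse, there were 0 to 251 called genes, 0 to 160 higher and 0 to 91 lower, and the highest count came without *Sirt7* KO replicate 1. The cause was not tested. The 74 genes called only with offsets had a median absolute shift of average transcript length between the genotypes of 0.64 on the log2 scale, against 0.02 in the genes called both ways, but offsets act mainly through such shifts.

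Of the 11 UPR ER-related genes of Figure 5E, 0 were called by edgeR (10 at an unadjusted p-value under 0.05), 8 by DESeq2, 10 by DESeq2 with length offsets, 8 without a filter, 4 by the likelihood ratio test, 8 at an unadjusted p-value with the fold change, and 0 to 4 with each mouse left out in turn. The log2 fold change of each of the 11 genes stayed above 0 in every setting tried, with the lowest, 0.04, in *Pdia6* without 1 mouse. The mean over the 11 genes ranged from 0.71 to 0.97.

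The number of Reactome sets enriched among the genes higher in *Sirt7* KO mice was 0 with edgeR (3 at an unadjusted p-value under 0.05), whose list of 1 gene could not be expected to enrich any set, 5 with DESeq2, 3 with its length offsets, 10 without a filter, 8 at an unadjusted p-value with the fold change, 5 with the likelihood ratio test, and 0 to 5 with each mouse left out in turn.

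The Reactome set of the unfolded protein response had a mean log2 fold change of 0.20. It reversed to -0.14 under DESeq2, to -0.21 with its length offsets and to -0.18 without a filter. In these fits 1 further member entered, with a mean of 3.17 reads and a log2 fold change of -4.92, -4.90 and -5.63. Over the 14 other members the mean was 0.20, 0.13 and 0.20, so that gene gave the change of sign. Camera lost its p-value under 0.05 with DESeq2 and length offsets (p = 0.070), with edgeR's length offsets, where the mean was 0.12, and with the estimated correlation, where the mean of 0.20 cannot move and p was 0.20. Leaving out each mouse in turn gave means from 0.12 to 0.27, and 3 of these 6 fits had a p-value of 0.05 or more. Over all settings p ranged from 0.0033 to 0.20. The cholesterol biosynthesis set kept its direction in every setting, with a mean log2 fold change from 0.84 to 1.58. Camera's p-value for its mean of 1.31 was 0.076 with the estimated correlation and under 0.05 otherwise. The likelihood ratio test and limma-voom cannot move the camera p-values.

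The odds ratio for genes with an unadjusted p-value under 0.05 within 5 Mb of *Sirt7* was 0.65. It reversed to 1.06 with DESeq2 and length offsets and ranged from 0.49 to 1.03 (reversed in 2 fits) with each mouse left out in turn. In none of the settings was Fisher's p-value under 0.05 (0.087 to 1).

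Among single genes, *Sirt7* reversed from -0.41 to 0.81 with length offsets in DESeq2 and to 0.80 in edgeR, beside a larger share of short isoforms in every *Sirt7* KO liver. *Atf4* reversed from 0.12 to -0.0022 with total-count scaling, a setting that moves the median of all genes by a similar amount. *Ddit3* reversed from -0.26 to 0.031 without WT replicate 2 (-0.41 to 0.031 with each mouse left out in turn), and the ATF4 target set from 0.16 to -0.064 without *Sirt7* KO replicate 1 (-0.064 to 0.26). The cause was not tested. *Apol9b* kept its direction in all settings (1.30 to 1.45) and an adjusted p-value under 0.05 in all but 5 of the fits that left out 1 mouse (largest 0.15). Over the 340 combinations of a named gene and a setting, 295 kept their direction and their side of the threshold, 36 passed it in the setting alone, 5 lost it and 4 reversed. Over 252 combinations of another gene set and a setting, 244 were unchanged in this sense, 7 lost the threshold, all with the estimated correlation, and 1 reversed. The likelihood ratio test and limma-voom could not move the camera p-values here, and other scalings move all genes nearly alike. The count of unchanged combinations thus overstates how stable the sets are.

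With the replicate number as a replicate block, 41 genes were called (31 higher and 10 lower) against 1 without it, and 3 Reactome sets were enriched. With the block and the GC correction, 26 genes were called (18 higher and 8 lower) and 2 sets were enriched. The mean log2 fold change of the unfolded protein response set was 0.19 with the block and 0.20 without it, and that of the cholesterol biosynthesis set was 1.23 and 1.31. Both sets had a camera p-value under 0.05 in both fits. Deviations from the genotype mean correlated at 0.0302 on average across genes between mice with the same number (0.0648, 0.0730 and -0.0470) and at -0.0149 between mice with different numbers. Mice with the same number are different animals.

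Depth limits the genes with few reads. *Fgf21* had 1 to 88 reads per mouse, and *Cdkn2a* had 0 to 3, so a difference in *Cdkn2a* was not detectable at this depth.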

Differences from the paper's values

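No test was added for this part, and the likelihood ratio test named in it was chosen after the values were seen. The paper reports 243 differentially expressed genes, and the value here was 1. The paper's 173 upregulated genes compare with 1, and the paper's 70 downregulated genes with 0 (599 genes were lower at an unadjusted p-value under 0.05). Among the alternatives set before the data were examined, 3 gave values within 1.5 times the paper's. DESeq2 with transcript length offsets gave 242 genes, 173 higher and 69 lower, and DESeq2 with its size factors alone gave 258, 187 higher and 71 lower. edgeR without *Sirt7* KO replicate 1 gave 251, 160 higher and 91 lower. The other alternatives set before the data were examined did not close the gap. They gave 0 to 3 genes with the other normalizations, the stricter filter, edgeR's length offsets, the GC correction, no fold change limit or another mouse left out. They gave 26 and 41 with a replicate block, 633 without a filter and 925 at an unadjusted p-value. The edgeR likelihood ratio test, chosen after seeing the values, gave 230 genes (158 higher and 72 lower).

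The paper marks 11 UPR ER-related genes among its differentially expressed genes, and names *Hspa5* and *Pdia3* as increased. Here edgeR gave both a log2 fold change above 0, of 0.77 and 0.60, and adjusted p-values of 0.20 and 0.17. None of the 11 genes was called, while 10 had an unadjusted p-value under 0.05. *Hspa5* was called by DESeq2 with and without length offsets (adjusted p = 0.046 and 0.0059) and by edgeR without a filter (0.0069). Its adjusted p-values ranged from 0.0059 to 0.42 over the alternatives. *Pdia3* was called by DESeq2 with and without length offsets (adjusted p = 0.037 and 0.0072), within a range of 0.0072 to 0.46. DESeq2 with length offsets also called *Pdia5*, *Calr*, *Canx*, *Stt3a*, *Ppib*, *Ddost*, *Sdf2l1* and *Fbxo6*. DESeq2 without offsets called the same genes apart from *Canx* and *Stt3a*, and edgeR without a filter called *Pdia5*, *Calr*, *Ppib*, *Ddost*, *Sdf2l1* and *Fbxo6*. *Pdia6* was called by edgeR without a filter (adjusted p = 2.4e-06), within a range of 2.4e-06 to 0.98. The standard errors of *Pdia6* and *Pdia5* were both 0.19 in that fit, although the genotypes overlapped in *Pdia6* alone. Its calls thus carry little weight as agreement with the paper. With 1 transcript added to *Pdia6*, chosen after seeing the values, DESeq2 with length offsets called it too (adjusted p = 1.1e-05). Without length offsets, DESeq2 called *Pdia6* with that transcript as well (adjusted p = 1.9e-07). The likelihood ratio test, chosen after seeing the values, called *Pdia5*, *Calr*, *Ppib* and *Sdf2l1*. Without *Sirt7* KO replicate 1, *Pdia5*, *Ppib*, *Ddost* and *Fbxo6* were called, and without WT replicate 1, *Sdf2l1*. At an unadjusted p-value with the fold change, 8 of the 11 genes passed, *Hspa5* and *Pdia3* among them.

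Figure 5E marks terms of protein folding and of endoplasmic reticulum stress and protein processing among the enriched ones. Among the Reactome sets tested here, none was enriched among the genes called higher by edgeR (3 at an unadjusted p-value under 0.05), a list of 1 gene in which no set could be expected to pass, and the 3 enriched with DESeq2 and length offsets were of cholesterol biosynthesis and its regulation. By limma's camera, which needs no calls, the Reactome set of the calnexin and calreticulin cycle in the endoplasmic reticulum, chosen after the values were seen, was higher in *Sirt7* KO mice (mean log2 fold change 0.40, 11 of 11 genes higher, adjusted p = 0.00023 over 798 sets).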

Other observations

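Tests on the splits of the livers for the called genes and the Reactome sets, on the genes near *Sirt7*, and on GC content and depth were planned. The tests on libraries of equal depth, transcript length, *Pdia6*, the chaperone genes, the calnexin and calreticulin cycle and peptide chain elongation were chosen only after the results were seen.

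With DESeq2 and length offsets, 242 genes were called in the real split of the 6 livers, which was the only one of the 4 splits that part all same-numbered pairs to reach that many (1 of 4). The other splits of that kind gave 0 to 60, and the 6 splits that part 1 pair gave up to 85. With edgeR, 2 of the 4 splits gave as many calls as the real one (1 gene), but the real split had the most genes with an unadjusted p-value under 0.05 of all 10 (1418 against 209 to 1059). For the Reactome set of the unfolded protein response, 1 of the 4 splits gave as small a camera p, and 3 of all 10. For the cholesterol biosynthesis set it was 1 of the 4, and 2 of all 10. With 4 splits, a share under 1 in 4 was not possible, so a chance difference between the livers cannot be ruled out for any of these results.

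GC content and depth were weighed for the log2 fold changes. The mean log2 fold change of the unfolded protein response set was 0.19 after GC correction, against 0.20, and the lowest log2 fold change of *Apol9b* under 3 other normalizations was 1.30, against 1.40. The GC correction thus left the mean of this set near its value. The other normalizations move all genes alike and do not test depth. With the libraries thinned at random to equal depth, the log2 fold change of *Apol9b* was 1.38. A segment of 129Sv genome kept around the targeted gene might change the expression of neighboring genes. Within 5 Mb of *Sirt7*, 9 of 117 genes had an unadjusted p-value under 0.05, against 1408 of 12406 elsewhere (odds ratio 0.65, Fisher's exact test, two-sided p = 0.24), so the neighbors did not stand out.

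Of the 242 genes called by DESeq2 with length offsets, 74 were not called without them. In these the average transcript length moved between the genotypes by a median of 0.64 on the log2 scale, 30 had an unadjusted p-value of 0.05 or more without offsets, and 5 had the opposite sign. Offsets act on a gene mainly through such a shift, so these values cannot tell whether isoforms differ between the genotypes or reads were assigned to other isoforms. *2210418O10Rik* and *Gm9385* are examples chosen after their values were seen. *2210418O10Rik* had 149, 129 and 180 reads in WT mice and 154, 181 and 173 in *Sirt7* KO mice, and a log2 fold change of -3.14 with offsets against 0.41 without. *Gm9385*, a pseudogene that shares 95.5% of its 31-base words with other genes, was called with 71 reads in 1 liver and 0 in the others.

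*Pdia6* reads varied widely, with a standard deviation of 1.16 in log2 CPM within genotypes. A transcript with no gene in GENCODE M21, ENSMUST00000239402.1, had 604, 1147 and 549 reads in WT mice and 0, 1742 and 2192 in *Sirt7* KO mice. Added to *Pdia6*, it lowered that standard deviation to 0.12. Over all 720 orders of its reads, a spread as low had a permutation p of 0.0042, but after adjustment over the 62 candidate transcripts it was 0.26. The smallest p these orders allow, 0.0014, could not fall under 0.05 for a single transcript after that adjustment, so the test could not have settled it. The reads may belong to *Pdia6*, and these counts cannot tell.

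The paper reports by qRT-PCR, in a larger group of livers, that *Fgf21* and *Atf4* were higher in aged *Sirt7* KO mice and that *Ddit3* and *Cdkn2a* did not differ. In the 6 livers sequenced, *Fgf21* had 69, 45 and 57 reads in WT mice and 88, 1 and 3 in *Sirt7* KO mice (log2 fold change -0.72, standard error 1.02, adjusted p = 0.84 from edgeR). With each mouse left out in turn the log2 fold change lay between -4.48 and -0.17, and the adjusted p-value was 0.020 without *Sirt7* KO replicate 1 (0.020 to 0.98 over all alternatives). *Atf4* was at 35.2 ± 5.68 CPM (SD, n = 3) in WT mice and 38.3 ± 4.88 CPM (SD, n = 3) in *Sirt7* KO mice (log2 fold change 0.12, adjusted p = 0.84 from edgeR). *Ddit3* had a log2 fold change of -0.26 (adjusted p = 0.79 from edgeR). *Cdkn2a* had 0, 2 and 2 reads in WT mice and 0, 3 and 3 in *Sirt7* KO mice and was not tested. The qRT-PCR reference gene *Tbp* had a log2 fold change of -0.17 (standard error 0.22, adjusted p = 0.83 from edgeR).

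The ATF4 target set, fixed beforehand, had a mean log2 fold change of 0.16, with 15 of 22 genes higher (adjusted p = 0.35 over 24 sets from limma's camera). The livers were at 0.12, -0.01 and -0.24 in WT mice and at 0.16, 0.06 and -0.08 in *Sirt7* KO mice. A set of 25 chaperones that ATF6 and XBP1 control, also fixed beforehand, had a mean of 0.53, with 23 of 25 genes higher (adjusted p = 9.4e-12 from camera). With the estimated correlation, camera gave p = 0.033, which was 0.28 after adjustment. This set shares 6 genes with Figure 5E, which was drawn from the same data. The 19 other genes had a mean log2 fold change of 0.41, with 17 higher and all 3 *Sirt7* KO livers (0.37, 0.04 and 0.17) above all WT livers (-0.10, -0.24 and -0.24), and camera gave p = 6.2e-08, or 0.030 with the estimated correlation. Only the real split gave as small a camera p among the 4 that part all same-numbered pairs (1 of 4) and among all 10, both for the whole set and for these 19 genes. In the Reactome set of the calnexin and calreticulin cycle, chosen after the values were seen, all 11 genes were higher, with a mean log2 fold change of 0.40. Over all 11 genes, camera with the estimated correlation gave p = 0.031. The set shares 3 genes with Figure 5E. The 8 others had a mean of 0.32, and with the estimated correlation camera gave p = 0.12 for them. Their shift may come from genes that vary together between animals, but this p does not show it. For the 11 genes and for the 8, 1 of the 4 splits, and 1 of all 10, gave as small a camera p. A rise of ER chaperones beyond the genes of Figure 5E is thus a hypothesis for other mice, since a chance difference between the livers remains possible.

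The Reactome set of peptide chain elongation had a mean log2 fold change of -0.24, with 4 of 81 genes higher (adjusted p = 7.8e-07 over 798 sets from limma's camera). Of 10000 random gene lists matched on expression, length and GC content, 0.0% had a mean as low. With the estimated correlation of 0.42 camera gave p = 0.26. The shift may come from genes that vary together between animals, but this p does not show it. The livers were at 0.29, 0.07 and 0.01 in WT mice and 0.03, -0.23 and -0.18 in *Sirt7* KO mice. The mean log2 fold change of the set was -0.33 to -0.15 with each mouse left out in turn.

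On the first principal component of log2 CPM (33.2% of the variance), the WT livers were at -37.9, -16.5 and -15.8 and the *Sirt7* KO livers at -16.2, 47.9 and 38.6. On the second (21.8%), the WT livers were at 26.4, 20.1 and -3.30 and the *Sirt7* KO livers at -52.8, 6.03 and 3.53. *Sirt7* KO replicate 1 thus lay within the range of the WT livers on one axis and apart from all other livers on the next. Its full-length *Sirt7* isoform was assigned 124 reads, like the other *Sirt7* KO livers (135 and 77.5). *Sirt7* KO replicate 1 also parted from replicates 2 and 3 in the PPAR-alpha set (0.37 against -0.96 and -1.13). The fatty acid synthesis set (-0.27 against 0.83 and 0.43), the cholesterol biosynthesis set (-0.12 against 1.36 and 0.58) and *Fgf21* (88 reads against 1 and 3) did likewise. The male-biased set did not (0.87 against 0.63 and 0.94). Results that part these livers alike may share 1 difference between animals. No biological explanation was tested for this difference.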
